A study of Arabidopsis thaliana with 8 samples. Its data were reported in "The m6A pathway protects the transcriptome integrity by restricting RNA chimera formation in plants" (2019).

How the data were processed

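Polyadenylated RNA from 9-day-old *Arabidopsis thaliana* seedlings of ecotype Col-0 was sequenced from 4 lines with 2 replicates each, which gives 8 libraries. The lines were wild type (WT), *fip37L* (a *fip37* mutant carrying FIP37 under the *LEC1* promoter), *cpsf30-3* (which lacks the long isoform of CPSF30) and *cpsf30-1* (which lacks both isoforms). Groups and replicate numbers were taken from the sample labels.

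The authors removed chloroplast, mitochondrial and ribosomal RNA reads with Bowtie 2, mapped the remainder to the TAIR10 genome with TopHat2 and counted reads with BEDTools in the 500-bp window downstream of every annotated transcript. The deposited values are raw read counts, 1 per transcript model and library, with no normalization. The files listed 39087 transcript models of 31109 genes, and the libraries were deposited separately. Whether the authors counted reads by strand is not stated in their methods, although the study describes its read density as strand-specific. Reads of the gene bodies were not used here, so genes whose own expression changed were not removed.

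One window per gene was used, that of the lowest-numbered transcript model, because models of a gene often share reads. This choice was made after the files were seen to list transcript models and before any test. Windows were placed on the TAIR10.1 assembly from the 3′ ends of the reference annotation, which placed 38527 of the 39087 models. The authors' own annotation was not used here, so a window position can differ from theirs. Among 2126 sets of models of a gene that share a reference 3′ end and hold reads, 84.4% had identical counts in all 8 libraries. Each window was then classed as free of other annotated genes, overlapping another gene on the same strand, or overlapping genes on the opposite strand only.

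Column totals ran from 5862499 to 8411827 counts over all transcript models, and from 4138533 to 6039296 over 1 window per gene. The smallest amount a library can show was taken as 3 counts, which correspond to between 0.530 and 0.722 CPM (counts per 1000000 counts of the scaled library size). This floor covers counting error only, since PCR copies of a molecule are not marked.

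Counts were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, with TMM normalization and edgeR's filter on low counts by group. All 8 libraries entered 1 fit of 4 groups, which left 4 residual degrees of freedom. The filter kept 12583 windows, 40.4% of the genes. A window was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, in a two-sided test. CPM values use TMM-scaled library sizes and are given as mean ± SD of 2 replicates. In simulated data drawn for 12583 windows with 200 changed 4-fold, the test recovered 86% of the changed windows with 9 false calls. It made 0 calls in an unchanged contrast. The simulation gave all 4 groups the same spread in a window, and as many rises as falls. It does not give the error rate of the real contrasts, whose groups differed in spread. A 2-fold rule was applied beside the edgeR test, without a test of its own. The rule asks for a ratio of mean reads of at least 2, after scaling by the total of the deposited window counts. It is modelled on the study's fold change but is not the same, since the study scaled by all mapped reads and lists these mutants' genes at a stricter fold cutoff. Lists were compared by one-sided Fisher's exact tests over the tested windows, and medians of window classes by two-sided permutation tests with 100000 resamples. Windows are not independent replicates, so these p-values are descriptive. Python 3.11.15 with scipy 1.17.1 was used for these steps.

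The windows named in the text were chosen by a rule fixed in advance. They are those of *FIP37* and *CPSF30*, of 6 readthrough loci and 2 control loci followed up by the study, and for each mutant the 5 largest rises and 2 largest falls among called windows, with both mutant replicates on one side of both WT replicates and a mean of at least 20 counts in the higher group. Where the first model of *CPSF30* or of AT1G05890 gave too little, the second model was added from a fit of all transcript models; that addition was made after the counts were seen.

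The alternatives fixed in advance were library size normalization, DESeq2 1.42.0, no filter, a filter at a mean of 20 counts, a fit of only the 2 groups compared, a replicate block, the adjusted p without a fold threshold, nuclear windows only, and windows with no other gene on the same strand. Matched windows, separate WT references and leaving out each replicate were also planned. Leaving out a replicate leaves 1 library in a group, so those values carry no test. Windows free of genes on either strand, all transcript models, and shares of rises over all windows or over windows with a WT mean of at least 20 counts were added after the data were seen. The replicate numbers of the labels gave the pairing for the block.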

Results

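The data are read counts in the 500-bp window downstream of each annotated *Arabidopsis* gene. The study used them to find transcripts that continue past the 3′ end of a gene (readthrough). Reads of other genes that overlap a window can enter its count as well. FIP37 is a subunit of the complex that places the N6-methyladenosine (m6A) mark on mRNA, and CPSF30 is a polyadenylation factor whose long isoform carries an m6A-binding domain. The design compares each of *fip37L*, *cpsf30-3* and *cpsf30-1* with WT, and asks whether loss of the mark, of the long isoform or of both isoforms raises reads downstream of the same genes. WT libraries held 7277322 and 6704141 counts over all transcript models. The *fip37L* libraries held 8411827 and 6078306, those of *cpsf30-3* 7341028 and 6117430, and those of *cpsf30-1* 5862499 and 6936907.

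Replicates of a group grouped together. The first principal component of log2 CPM held 41.1% of the variance and the second 25.5%. The biological coefficient of variation between replicates was 6.39% in WT, 8.71% in *cpsf30-1*, 12.4% in *cpsf30-3* and 21.6% in *fip37L*.

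The mutated genes were examined first. The window of the first *CPSF30* model (AT1G30460.1, chromosome 1, 10770313 to 10770812, TAIR10.1) held at most 4 counts in any library and was not tested. The window of the second model, AT1G30460.2 (chromosome 1, 10770686 to 10771185), lies largely upstream of the end of the first model. It held 19 and 14 counts in WT, 16 and 17 in *fip37L*, 4 and 2 in *cpsf30-3*, and 0 and 0 in *cpsf30-1*. In the edgeR fit of all models its log2 change was -6.99 ± 0.99 (SE, adjusted p = 0.0020) in *cpsf30-1* and -2.31 ± 0.52 (adjusted p = 0.065) in *cpsf30-3*. With 0 counts in *cpsf30-1*, the size of the first value is not a measured fold. The *FIP37* window (AT3G54170.1, chromosome 3, 20059584 to 20060083) rose in *fip37L* from 9.08 ± 2.24 CPM to 25.8 ± 0.745 CPM (SD, n = 2), a log2 change of 1.5 ± 0.20 by edgeR (adjusted p = 0.0015). That window overlaps the same-strand gene AT3G54180 and does not measure the *FIP37* transcript itself.

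Most tested windows overlapped another gene. Of the 12583 windows, 1633 were free of other annotated genes, 4015 overlapped a gene on the same strand, 6830 overlapped genes on the opposite strand only, and 105 were not placed. Over 1 window per gene, windows with opposite-strand genes only held between 71.9% and 74.6% of all reads in the 8 libraries. Windows free of other genes held between 5.68% and 8.21%. Of the 10 windows with the most reads, 9 overlapped a gene on the opposite strand only. The window of AT1G29940, which faces AT1G29930, alone held 6.88% ± 0.232 (SD over the 8 libraries) of the reads.

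In *fip37L*, 894 windows rose and 358 fell against WT by edgeR. With the replicate block the counts were 859 and 333, and the deviations of same-numbered WT and *fip37L* replicates correlated at -0.017 across windows. DESeq2 moved the result downward, to 534 rises and 203 falls, and restriction to windows free of genes on either strand, with scaling on those windows, left 100 rises and 54 falls. In *cpsf30-3*, 167 windows rose and 20 fell. With the replicate block there were 130 and 22, at a same-number correlation of -0.089. The gap between *fip37L* and *cpsf30-3* depended on the fit. A fit of only the 2 groups compared gave 650 rises in *fip37L* and 364 in *cpsf30-3*. In *cpsf30-1*, 1389 windows rose and 323 fell. With the replicate block there were 1335 and 305, at a same-number correlation of 0.044. Between the CPSF30 mutants, 779 windows were higher in *cpsf30-1* than in *cpsf30-3* and 183 were lower. With the replicate block there were 669 and 169, at a same-number correlation of -0.040. Windows can overlap each other, so not every call is a separate event. Of the placed rises, 8.71% in *fip37L*, 6.06% in *cpsf30-3* and 8.48% in *cpsf30-1* overlapped another window that rose in the same mutant.

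The share of windows that rose differed with what the window overlapped and with the set of windows counted. Of the tested windows in *cpsf30-1*, 29.7% of those free of other genes rose, against 11.5% of those with a same-strand gene and 6.35% of those with opposite-strand genes only. In *fip37L* the shares were 10.3%, 7.32% and 6.18%. In *cpsf30-3* they were 1.90%, 1.37% and 1.16%. These shares are of windows that passed the filter, and a rise helps a window to pass it. The filter kept 11.6% of the 14022 windows free of other genes and 70.9% of the 9635 with opposite-strand genes only. Over all windows, tested or not, the order did not hold, and the shares in *cpsf30-1* were 3.46%, 6.62% and 4.50%. Over windows chosen only by a WT mean of at least 20 counts, they were 13.7%, 4.11% and 2.42% in *cpsf30-1*, 5.58%, 3.35% and 3.81% in *fip37L*, and 0.846%, 0.828% and 0.985% in *cpsf30-3*.

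**Figure D1:**
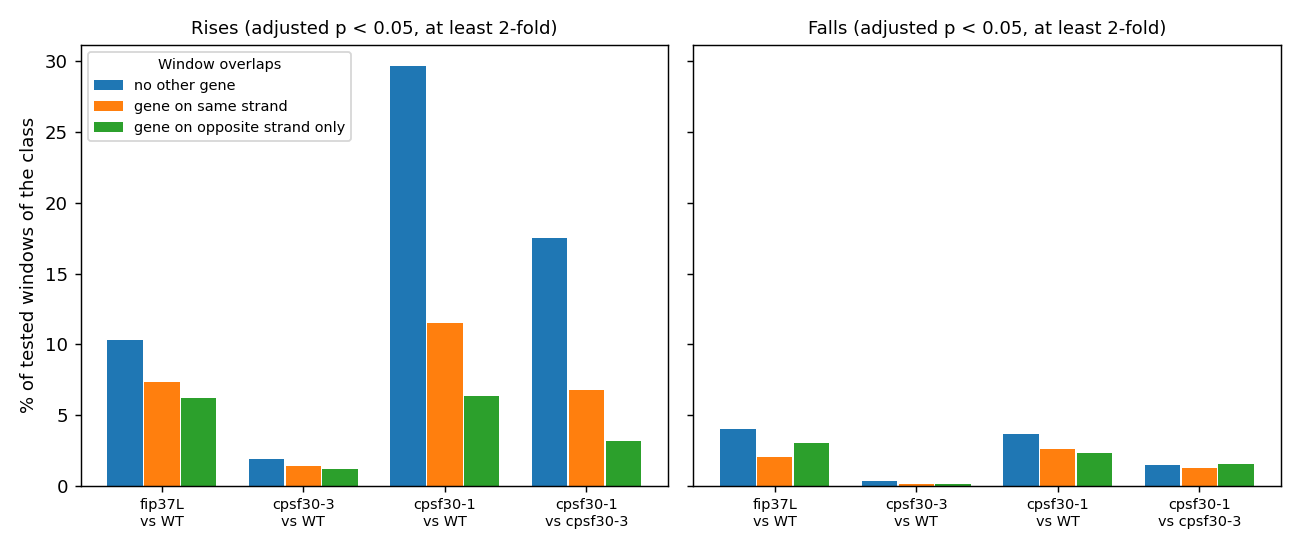
Percent of tested windows of each class (y axis) that rose (left) or fell (right) in each of the 4 contrasts (x axis), with bars coloured by what the window overlaps. The tallest bar is the 29.7% of tested windows free of other genes that rose in cpsf30-1, a class of which the filter kept 11.6%.

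By a 2-fold ratio of mean reads scaled by column total, without a test, 1261 windows rose and 769 fell in *fip37L*. The numbers were 886 and 383 in *cpsf30-3*, and 1798 and 558 in *cpsf30-1*. As a background, the ratio of the first to the second WT replicate was at least 2 in 421 windows and at most 0.5 in 486. The same ratio between replicates gave 817 and 541 windows in *fip37L*, 453 and 559 in *cpsf30-3*, and 315 and 343 in *cpsf30-1*. The edgeR call was also made for 65.7% of the 2-fold rises of *fip37L*, 18.1% of those of *cpsf30-3* and 77.2% of those of *cpsf30-1*. The 2-fold rises without a call had a median of 13.0 counts in *fip37L*, 12.5 in *cpsf30-3* and 14.5 in *cpsf30-1*, and those with one had medians of 42.8, 65.2 and 32.0.

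The lists of rises were then compared. Of the 894 windows up in *fip37L*, 338 (37.8%) were also up in *cpsf30-1*, against 11% expected by chance (odds ratio 6.15, one-sided Fisher's exact test, p = 6.47e-108). With the replicate block the share was 37.1%. In *cpsf30-3*, 105 of the 894 (11.7%) were also up, against 1.33% expected (odds ratio 25, one-sided Fisher's exact test, p = 5.49e-79), and with the replicate block 9.66%. Seen from the shorter list, these were 62.9% of the 167 windows up in *cpsf30-3*. Of those 167 windows, 108 (64.7%) were also up in *cpsf30-1* (odds ratio 15.9, one-sided Fisher's exact test, p = 1.37e-62), and 63.8% with the replicate block. In all 3 mutants 68 windows rose.

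The windows up in *cpsf30-1* were divided by the call in *fip37L*, which made 338 FIP37-dependent and 1051 FIP37-independent windows. FIP37-independent means only that no rise was called in *fip37L*. The median log2 change of these windows in *fip37L* was 0.31, with an upper quartile of 0.86. The question was whether loss of the long isoform alone acts more on the FIP37-dependent class. The median log2 change in *cpsf30-3* was 1.29 in FIP37-dependent windows and 0.65 in FIP37-independent windows. The difference of 0.65 had a permutation p of 1e-05, the smallest that the resamples can give. It was 0.62 with the replicate block. Each *cpsf30-3* replicate alone gave a difference, 0.50 for the first and 0.47 for the second. A called rise in *cpsf30-3* was present in 20.1% of the FIP37-dependent and 3.81% of the FIP37-independent windows.

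**Figure D2:**
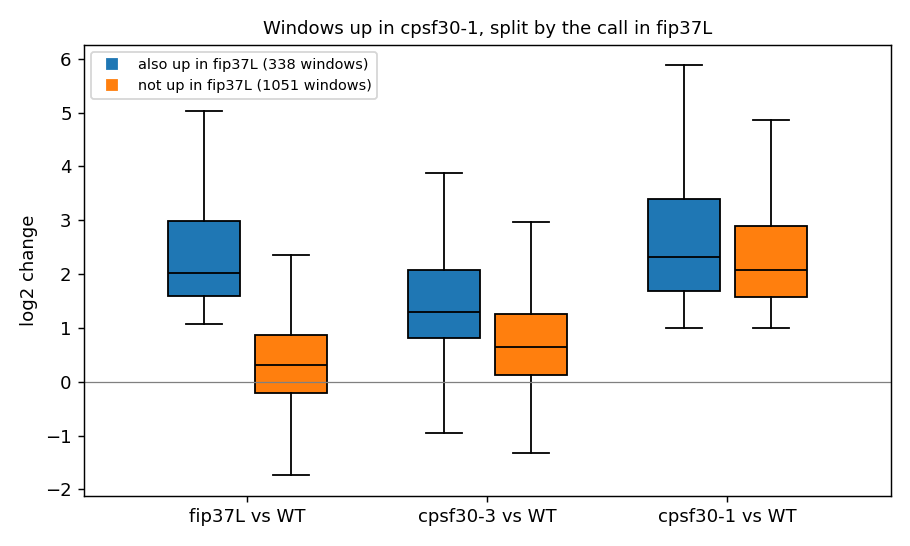
Log2 change against WT (y axis) in the 3 mutants (x axis) for windows up in cpsf30-1, split into 338 windows also up in fip37L and 1051 not up in fip37L; boxes show the median and quartiles, and whiskers reach the last value within 1.5 times the box height. In cpsf30-3 the medians are 1.29 and 0.65.

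The 6 loci that the study followed up for readthrough were all tested, and each of their windows overlaps the next gene on the same strand. All 6 were called up in *fip37L*. The window of AT1G71340 (*GDPD4*, chromosome 1, 26884670 to 26885169), which overlaps AT1G71330, had 4.55 ± 1.31 CPM in WT, 17.4 ± 0.410 in *fip37L*, 11.6 ± 0.406 in *cpsf30-3* and 20.8 ± 0.767 in *cpsf30-1* (SD, n = 2). It was the only one of the 6 called up in *cpsf30-3*, with a log2 change of 1.35 ± 0.23 by edgeR (adjusted p = 0.027). AT3G47890 had a larger change in *cpsf30-3*, 2.10 ± 0.69, that was not called (adjusted p = 0.15) but was called in a fit of only the 2 groups compared (adjusted p = 0.043) and with no filter (adjusted p = 0.00095). The window of AT4G30580 (*ATS2*, chromosome 4, 14931605 to 14932104), which overlaps AT4G30570, rose by a log2 of 1.25 ± 0.23 in *fip37L* (adjusted p = 0.0064) and 2.0 ± 0.23 in *cpsf30-1* (adjusted p = 0.00042). In *cpsf30-3* its change of 0.43 ± 0.25 was not called (adjusted p = 0.42). AT1G05890 (*ARI5*, chromosome 1, 1784676 to 1785175) rose by 3.17 ± 0.29 in *fip37L* and was not called in *cpsf30-1* (1.07 ± 0.36, adjusted p = 0.074). The window of its second model (chromosome 1, 1784428 to 1784927) lies partly upstream of the end of the first model, at 1784675. It can therefore hold reads of the first model itself, and it held 45 and 45 counts in WT. The window of the second model was not called in *fip37L* (0.67 ± 0.23, adjusted p = 0.071). AT2G21440, AT5G07630 and AT3G47890 rose in *fip37L* by log2 values of 3.04, 2.78 and 2.89, and all 3 were also called in *cpsf30-1*. The *fip37L* replicates of AT3G47890 were uneven, at 49 and 12 counts. The control loci AT2G23350 (*PAB4*) and AT2G18790 (*PHYB*) held at most 3 and 11 counts in any library and did not pass the filter, so they were not tested. At AT2G18790 the counts were 1 and 1 in WT, 3 and 1 in *fip37L*, 4 and 5 in *cpsf30-3*, and 5 and 11 in *cpsf30-1*.

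**Figure D3:**
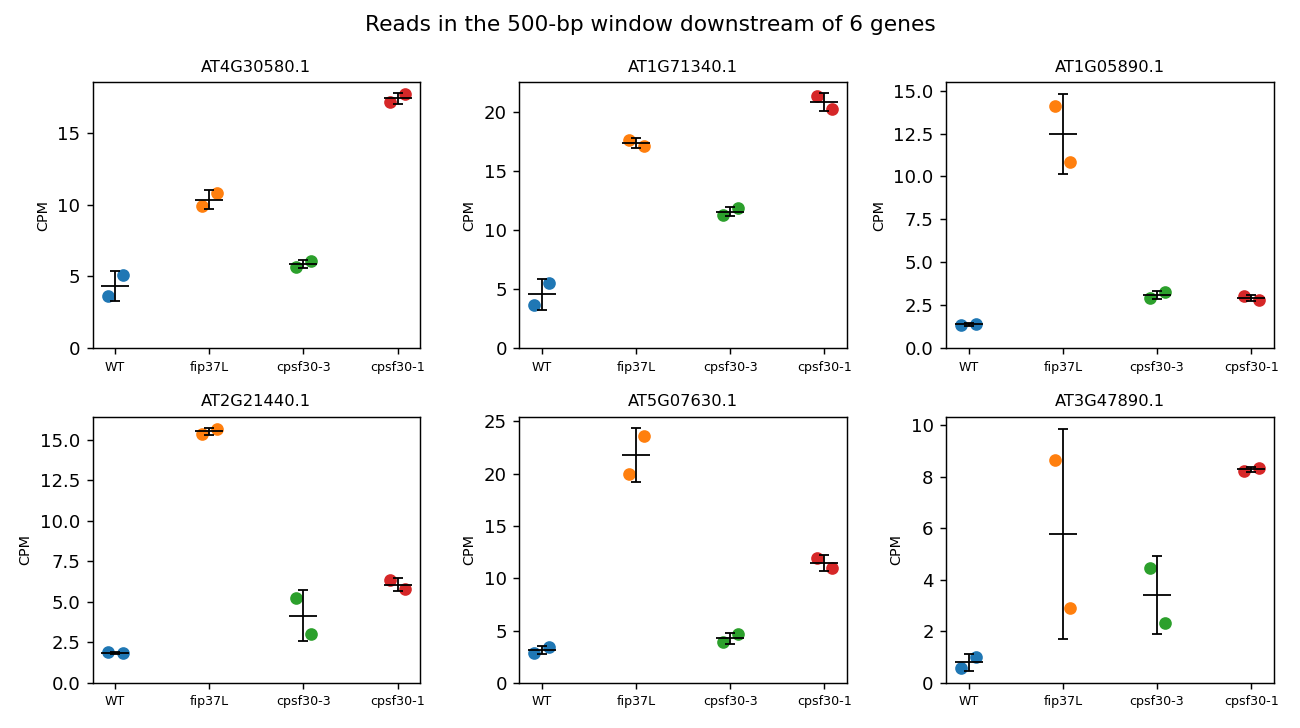
Reads in the downstream window in CPM (y axis) of 6 loci in the 4 groups (x axis); points are replicates, the horizontal mark is the mean and the error bar the SD of 2 replicates. For AT1G71340.1 the means run from 4.55 CPM in WT to 20.8 CPM in cpsf30-1.

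The largest rises in *fip37L* were AT5G45630, AT3G23230, AT5G11500, AT1G34440 and AT5G61970, with log2 changes from 7.66 to 10.62 and 0 counts in both WT replicates. With 0 counts there is no measured WT level, so the sizes of these log2 changes are not measured folds. AT5G45630 (chromosome 5, 18505036 to 18505535) had 404 and 35 counts in the *fip37L* replicates, a spread of 39.9 ± 44.5 CPM. AT3G23230 was also uneven, with 84 and 5 counts. Its log2 change of 8.36 was 5.54 without the first *fip37L* replicate. AT1G34440 (chromosome 1, 12590848 to 12591347) was more even, with 30 and 26 counts (log2 change 7.80 ± 0.80, adjusted p = 0.00070 by edgeR). In *cpsf30-3* the largest rises were AT5G44390, AT3G29647, AT1G80850, AT4G24580 and AT5G18633, from 3.87 to 5.68. The window of AT1G80850 held 18 and 29 counts in WT, and 1123 and 242 in *fip37L*. That of AT4G24580 held 13 and 24 in WT, and 394 and 120 in *fip37L*. These windows overlap AT1G80840 and AT4G24570 on the opposite strand. If reads of both strands were counted, their rises may come from those genes. Of the 5, all but AT5G44390 were also called up in *fip37L*, with log2 changes from 1.48 to 5.87. A pair of the 5 was also called up in *cpsf30-1*, AT5G18633 (chromosome 5, 6210645 to 6211144) by 5.48 ± 0.30 (adjusted p = 1.9e-05 by edgeR) and AT3G29647 (chromosome 3, 11509044 to 11509543) by 3.53 ± 1.09 (adjusted p = 0.045). In *cpsf30-1* the largest rises were AT1G01670, AT3G60590, AT4G10410, AT4G10580 and AT1G51980, from 7.93 to 8.18, with 0 counts in both WT replicates. The sizes of these changes are not measured folds either.

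The largest falls in *fip37L* were AT2G01520 (*MLP328*), with 174 and 67 counts in WT and 0 in both mutant replicates, and AT1G31690, with 35 and 25 counts in WT and 0 in both. In *cpsf30-3* they were the neighbouring windows of AT4G37420 and AT4G37410 (*CYP81F4*), with log2 changes of -5.77 and -4.13. In *cpsf30-1* they were AT1G20320 and AT1G20310, whose windows lie on opposite strands and overlap (chromosome 1, 7033157 to 7033656 and 7033330 to 7033829). Both held 554 counts in the first WT replicate and 1 in the second, so this fall rests on 1 WT library, although edgeR called it (adjusted p = 0.039 and 0.038).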

Values the study reported

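The study reported 174 genes with readthrough in *fip37L*, of which 142 (81%) were shared with *cpsf30-1*. It described 618 FIP37-independent loci sensitive to CPSF30. For *cpsf30-3* it reported that 156 of 167 loci (93%) were also found in *cpsf30-1*, and that 110 loci were shared between *cpsf30-3* and *fip37L*.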

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

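The counts of called windows depended on the processing, while rises outnumbered falls in all 4 contrasts under every alternative run on the edgeR counts. Within a window class this did not always hold. Free windows with a WT mean of at least 20 counts had 33 rises and 51 falls in *fip37L*. The overlaps of the lists kept their direction and their side of the threshold of Fisher's exact test under each alternative run. The share of *fip37L* rises also up in *cpsf30-1* ranged from 31.3% to 51.4%, that also up in *cpsf30-3* from 6.0% to 39.4%, and the share of *cpsf30-3* rises also up in *cpsf30-1* from 53.1% to 91.7%. The first 2 upper ends come from the 2-fold rule with separate WT replicates, in the assignment of WT replicates that gave the higher value; the other assignment gave 48.8% and 38.4%. The 2-fold rule with both WT replicates for both lists gave 54.2%, 45.0% and 75.7%. The difference in median *cpsf30-3* change between FIP37-dependent and FIP37-independent windows stayed positive, from 0.51 with matched windows to 1.12 in windows free of other genes. It was 0.32 and 0.31 with classes from the 2-fold rule and separate WT replicates. Each of these had a permutation p of 1e-05, the smallest the resamples can give. Single *cpsf30-3* replicates gave 0.50 and 0.47, with no test.

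Under DESeq2 there were 534 rises and 203 falls in *fip37L*, 817 and 162 in *cpsf30-1*, and 359 rises in *cpsf30-1* against *cpsf30-3*. With the stricter filter there were 584 and 233 in *fip37L*, 635 and 182 in *cpsf30-1*, and 314 and 119 in *cpsf30-1* against *cpsf30-3*. With no filter there were 570 and 138 in *cpsf30-3*, and 1182 and 389 in *cpsf30-1* against *cpsf30-3*. A fit of only the 2 groups compared gave 364 rises and 78 falls in *cpsf30-3*, 650 and 263 in *fip37L*, and 1586 and 358 in *cpsf30-1*. The numbers of rises in *fip37L* and *cpsf30-3* lay closer together in that fit. With the adjusted p only there were 1428 rises and 1182 falls in *fip37L*, and 39, 994 and 569 falls in *cpsf30-3*, in *cpsf30-1* and in *cpsf30-1* against *cpsf30-3*. Windows with no other gene on the same strand gave 95 and 13 in *cpsf30-3*, 909 and 193 in *cpsf30-1*, and 421 and 104 in *cpsf30-1* against *cpsf30-3*. Windows with no other gene on either strand, an alternative chosen after seeing the data, gave 100 and 54 in *fip37L*, 12 and 5 in *cpsf30-3*, 314 and 179 in *cpsf30-1*, and 156 and 88 in *cpsf30-1* against *cpsf30-3*. The last 2 settings hold fewer windows and rescale the libraries on them. For the others the cause was not tested.

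Under the 2-fold rule with no filter there were 2849 rises and 2003 falls in *fip37L*, 2134 and 1656 in *cpsf30-3*, and 4185 and 1478 in *cpsf30-1*. With the stricter filter there were 574 and 366, 357 and 96, and 666 and 289. Falls in *cpsf30-3* by this rule ran from 420 to 629 across the 4 settings that each left out one replicate, against 383 with both. Of the edgeR rises, at least 772 in *fip37L*, 160 in *cpsf30-3* and 1347 in *cpsf30-1* kept a 2-fold ratio when one replicate was left out.

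The share of rises in each class of window depended on which windows were counted. The following choices were made after seeing the data, and shares are in the order free of other genes, same-strand gene and opposite-strand genes only. Over all windows, tested or not, they were 1.20%, 4.22% and 4.38% in *fip37L*, 0.221%, 0.790% and 0.820% in *cpsf30-3*, and 3.46%, 6.62% and 4.50% in *cpsf30-1*, so free windows were no longer the highest class. Over windows with a WT mean of at least 20 counts they were 5.58%, 3.35% and 3.81% in *fip37L*, 0.846%, 0.828% and 0.985% in *cpsf30-3*, and 13.7%, 4.11% and 2.42% in *cpsf30-1*, so free windows were the highest class in *fip37L* and *cpsf30-1* and not in *cpsf30-3*. The differences between classes were not tested.

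With the replicate block, 859 windows rose in *fip37L*, 130 in *cpsf30-3* and 1335 in *cpsf30-1*. No pair of groups had a same-number correlation under -0.1; the values ran from -0.089 to 0.044. Nuclear windows only changed no value, because the files list nuclear genes.

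Among 42 log2 changes of named windows, 5 alternatives reversed a sign, each for AT3G54170.1, whose changes in *cpsf30-3* and *cpsf30-1* were near 0. In *cpsf30-1* it was 0.0028 under DESeq2 and 0.049 with the stricter filter. Across the 4 fits that each left out one replicate it ran from -0.36 to 0.14 in *cpsf30-3* and from -0.23 to 0.27 in *cpsf30-1*. There were 24 other changes: 6 weaker, 2 stronger and 16 moved without a test. Both stronger results were the rise of AT3G47890.1 in *cpsf30-3*, called with no filter and in the fit of 2 groups. The rise of AT5G44390.1 in *cpsf30-3* lost its call under library size normalization (adjusted p = 0.051, edgeR) and under DESeq2 (adjusted p = 0.38). The rise of AT3G23230.1 in *fip37L* lost its call in the fit of 2 groups, and the rise of AT1G80850.1 in *cpsf30-3* lost it with the replicate block. The falls of AT1G20320.1 and AT1G20310.1 in *cpsf30-1* lost their calls with the stricter filter (adjusted p = 0.062 and 0.060, edgeR). Each was -3.12 without the first WT replicate.

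The smallest amount a library can show was taken as 3 counts, which corresponds to up to 0.722 CPM. The 2-fold rises without a call had median mutant counts of 13.0 in *fip37L*, 12.5 in *cpsf30-3* and 14.5 in *cpsf30-1*. Whether depth limited the calls was not tested.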

Other observations

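What each explanation below would show was set down before the result was computed. The correlation used in the strand test was chosen only after counts of coincident windows were seen, and the rule that both fits of the free windows must show the excess was set only after the refit was seen.

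The windows with the most reads faced genes on the opposite strand, which raised the question of whether reads had been counted without regard to strand. Between 148 pairs of opposite-strand windows that share at least 400 bp and hold at least 20 counts, the replicate-to-replicate differences correlated at a Spearman rho of 0.550 across pairs. The highest value in 1000 random re-pairings was 0.139. In 6 of the pairs the counts were identical in all 8 libraries, and in 38 the totals lay within 10% of each other. This is consistent with reads of both strands entering the deposited counts. If so, many windows measure a convergent neighbour as well as readthrough.

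Reads of neighbouring genes could also make rises outnumber falls. In tested windows free of other annotated genes, the ratio of rises to falls was 2.55 in *fip37L*, 6.20 in *cpsf30-3* and 8.08 in *cpsf30-1*. A refit of the free windows alone, which changed the scaling, the filter and the dispersion estimate together, lowered the ratios to 1.85, 2.40 and 1.75, and the *cpsf30-3* excess (12 against 5) then no longer passed an exact binomial test (p = 0.143). In *fip37L* and *cpsf30-1* the excess remained in both fits without annotated neighbouring genes. For *cpsf30-3* the fit of all windows gave 31 rises against 5 falls in free windows (exact binomial test, p = 1.3e-05). The refit cannot decide against that excess, because it also recentred the free windows, from a median log2 change of 0.13 to -0.0046. For *cpsf30-3* the question is left open. In free windows chosen by a WT mean of at least 20 counts, there were 33 rises and 51 falls in *fip37L*, 5 and 5 in *cpsf30-3*, and 81 and 47 in *cpsf30-1*. That choice leaves out rises from low WT counts, so it does not measure the excess evenly, but it shows that the *fip37L* excess in free windows rests on windows with few WT reads. Over all placed windows with that mean, rises and falls numbered 339 and 301 in *fip37L*, 83 and 20 in *cpsf30-3*, and 330 and 283 in *cpsf30-1*. In *cpsf30-1* windows with opposite-strand genes only, they numbered 135 and 137. The part played by scaling was not tested on its own. The median log2 change of free windows in *cpsf30-1* was 0.53 in the fit of all windows and 0.0080 in the refit of free windows. Changed expression of the upstream gene was not tested, since gene-body reads were not used here.

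Lists that share WT libraries can overlap through noise in WT. With the 2-fold rule and a separate WT replicate for each list, 48.8% of *fip37L* rises were in the *cpsf30-1* list (14.8% expected), 38.4% were in the *cpsf30-3* list (8.21% expected), and 64.7% of *cpsf30-3* rises were in the *cpsf30-1* list (14.8% expected). By the same rule with both WT replicates for both lists, the shares were 54.2%, 45.0% and 75.7%. Separate references lowered the overlaps, so part of them may come from the shared reference. Each separate reference was also a single WT library and so noisier, and the drop cannot be assigned to either change. The overlaps stayed above the shares expected by chance.

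The larger *cpsf30-3* change at FIP37-dependent windows was put to a pair of tests. With classes defined against the first WT replicate and the change measured against the second, the difference of medians was 0.32, and with the WT replicates exchanged 0.31. With 338 FIP37-independent windows matched on the *cpsf30-1* change and abundance it was 0.51. Each had a permutation p of 1e-05, the smallest possible. A hypothesis that remains is that the long isoform contributes more where FIP37 is needed. Changed expression of the genes themselves, shared by *fip37L* and *cpsf30-3*, was not tested and may contribute.

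The falls in *fip37L* were expected to lie over other genes. Of the 356 placed falls, 81.5% overlapped another gene, a lower share than the 86.9% of placed windows that were tested (odds ratio 0.652, two-sided Fisher's exact test, p = 0.0031, adjusted p = 0.0061 over 6 tests), so overlap does not single them out among tested windows. Of the falls with a WT mean of at least 20 counts, 83.1% overlapped another gene, against 93.4% of the placed windows with that mean. Over all placed windows, tested or not, the share was 54.2%, but a window that was not tested could not be called.

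The *fip37L* replicates differed more than those of other groups. With every library thinned to 4114036 counts, the biological coefficient of variation was 21.4% in *fip37L*, against 6.10% in WT, 8.57% in *cpsf30-1* and 12.3% in *cpsf30-3*. Thinning could not have changed this measure much, because it already leaves out counting noise, so depth was not tested by it. The smaller *fip37L* library (4365687 counts in tested windows) was not below the smaller ones of *cpsf30-3* (4332123) and *cpsf30-1* (4114036). With 2 libraries, a difference in the seedlings or in library preparation cannot be separated.

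A hypothesis that free windows rise more often where the next gene lies on the same strand was not borne out. The odds ratios were 1.07 in *fip37L* (10.5% against 9.85% where the next gene faces the window, two-sided Fisher's exact test, p = 0.73), 1.24 in *cpsf30-3* (p = 0.70) and 1.19 in *cpsf30-1* (30.9% against 27.4%, p = 0.15), with adjusted p of 0.73, 0.73 and 0.46 over the 3 tests.

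The study listed genes of these mutants at a stricter fold cutoff and scaled by all mapped reads. Its numbers are therefore not directly comparable with those here. Windows rising in *fip37L* numbered 894 here. That is higher than the value quoted from the study above. The share of *fip37L* rises also up in *cpsf30-1* was 37.8%, from 338 shared windows. That share is lower than the value quoted from the study above, and the number of shared windows is higher. In *cpsf30-3*, 167 windows rose here, the same number as the loci quoted from the study. Of these, 105 were also up in *fip37L*, slightly fewer than the quoted value. With *cpsf30-1*, 108 (64.7%) were shared, a lower number and a lower share than quoted. FIP37-independent windows, defined only by the lack of a called rise in *fip37L*, numbered 1051 here. That is higher than the value quoted from the study above.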
